A study of Saccharomyces cerevisiae with 18 samples.

How the data were processed

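Transcript levels were measured by RNA-seq in budding yeast cultures of 2 genotypes, wild type (WT) and ten1-31, a temperature-sensitive allele of TEN1. Ten1 is a subunit of the telomeric Cdc13-Stn1-Ten1 complex. The series holds 18 samples, of which 6 are RNA-seq libraries (3 per genotype) and 12 are ChIP-seq libraries. The ChIP-seq libraries were made from immunoprecipitates of total Rpb1, the largest RNA polymerase II subunit, from immunoprecipitates of its Ser2-phosphorylated form, and from input DNA. They were not analysed here.

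Per the labels' protocols, the RNA-seq cultures were held overnight at 25 °C, diluted and then grown at 34 °C for close to 5 h before harvest. Total RNA was depleted of ribosomal RNA and made into libraries with a strand-specific kit. The authors deposited one table of read counts per feature, with a column for each library. The count unit was read from the values, which are whole numbers with different totals per library and without the gaps that rescaling would leave. The aligner, the counting tool, its strand setting, the genome build, the annotation and any row filter are not stated in the labels or the file. No coordinates are therefore given, and counts of antisense, overlapping or near-identical genes are uncertain.

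The table has 5143 rows, 5142 of them with a systematic ORF name, and 0 rows with a count of 0 in any library. Gene symbols and lengths were taken from the RefSeq gene table of assembly R64 of strain S288C. Of all rows, 5112 matched a RefSeq locus tag and 31 did not. Of 6021 RefSeq protein-coding genes, 915 had no row and were not analysed here. In all, 4 systematic names stood on 2 rows each with different counts. These 8 rows were kept as separate features, left unnamed, and excluded from gene sets. All per-sample columns were used.

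Library totals ranged from 10469608 to 14442999 counts. With median counts per row between 817 and 1057, counting error was small against the spread between cultures for most rows. Counts at or under 3 occurred in at most 5 rows per library. The chi-square statistic of each pair of replicates, over rows and divided by its degrees of freedom, was at least 5.33, so no pair of libraries agreed within sampling noise and each was counted as 1 replicate. The labels name no batch, day or lane.

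Counts were compared between genotypes with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filterByExpr row filter at its default settings (minimum count 10, minimum total 15) and genotype as the only term. The filter left 5133 rows and removed 10. P-values were adjusted by the Benjamini-Hochberg method over the rows tested, with a threshold of 0.05. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. CPM values are counts relative to the TMM-scaled library size, given as mean ± SD over 3 libraries.

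Gene sets were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, inter-gene correlation 0.01, two-sided), adjusted over the 5 sets. The subtelomeric set was the 10 rows with the highest ordinal in the systematic name on each of 32 chromosome arms. The ribosomal protein set was taken by symbol, and the histone, DNA damage response and general stress sets were short lists written by hand. The relation of change to gene length was measured as the Spearman correlation across rows. The same correlation was computed for each library against the mean of all 6 and compared between genotypes with a two-sided exact permutation test.

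The genes named were TEN1, CDC13 and STN1, then the 5 largest rises and the 5 largest falls among rows with an adjusted p-value under 0.05, a mean of at least 10 CPM and no overlap between the libraries of the genotypes, then the 3 members with the smallest p-value of each set past its threshold. Of the genes this rule chose, 2 are not reported here. The design, the gene sets, this rule and the alternatives were fixed before the data were examined, except one alternative, leaving out the repeated names, which was chosen after seeing the data. The alternatives were other scalings (DESeq2's size factors, upper quartile, library size only), 2 other row filters, DESeq2 1.42.0, limma-voom, a replicate block, leaving out each library in turn, other thresholds, fry and an estimated inter-gene correlation for the sets, other definitions of the subtelomeric set and other forms of the length trend. Defining the subtelomeric set by distance from the chromosome end was not run, since chromosome lengths were not used here.

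The procedure was tested on simulated counts drawn for the 5133 rows from the fitted means and dispersions. Of 200 rows changed 2-fold, 195 were recovered, and 5.34% of the rows called were unchanged ones. A simulated set shifted by 0.5 on the log2 scale was recovered at 0.47. Rows were drawn independently, and the 200 changed rows were split evenly between rises and falls. The simulation therefore does not test a case with 2591 rows called or with sets of correlated genes.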

Results

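The data are read counts from rRNA-depleted total RNA of 3 WT and 3 ten1-31 cultures of Saccharomyces cerevisiae, all grown at 34 °C before harvest. The ten1-31 allele is temperature-sensitive. The series title places the study on the influence of the telomeric Cdc13-Stn1-Ten1 complex on transcription by RNA polymerase II, and the comparison asks how transcript levels differ when Ten1 is impaired. Totals were 14442999, 11635219 and 13361863 counts in WT replicates 1, 2 and 3. They were 12556775, 10469608 and 13561078 in ten1-31 replicates 1, 2 and 3. The 10 most abundant rows took 10.7 ± 0.819% of the counts in WT (SD, n = 3) and 10.6 ± 0.131% in ten1-31 (SD, n = 3). Both measures overlapped between the genotypes.

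The libraries separated by genotype. In a principal component analysis of log2 CPM, the first component held 78.9% of the variance and parted the genotypes. The second held 13.2% and mostly parted WT replicate 1 from WT replicate 2. Pearson correlations of log2 CPM across rows were 0.980 to 0.994 between WT libraries, 0.992 to 0.997 between ten1-31 libraries and 0.945 to 0.953 between genotypes. WT libraries 1 and 2 were the least alike within a genotype. With no batch recorded, a batch that coincided with genotype cannot be told apart from genotype.

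The transcripts of the complex itself were examined first. TEN1 (YLR010C), the mutated gene, had 97, 108 and 132 counts in WT replicates 1 to 3 and 394, 319 and 419 counts in ten1-31 replicates 1 to 3. Its level was 8.85 ± 1.57 CPM in WT (SD, n = 3) and 30.1 ± 0.630 CPM in ten1-31 (SD, n = 3), a log2 fold change of 1.77 ± 0.13 (SE; edgeR, adjusted p = 7.15e-05). The libraries labelled ten1-31 thus differed from WT in the transcript of the mutated gene, with more of it and not less. The 10 rows nearest to TEN1 by systematic name had a median log2 fold change of 0.01, and the largest was 0.91 for the adjacent LOT6. CDC13 (YDL220C) was at 44.9 ± 5.69 CPM in WT and 61.3 ± 4.72 CPM in ten1-31 (SD, n = 3 each), a log2 fold change of 0.45 ± 0.11 (SE; edgeR, adjusted p = 0.0103). That call was lost when ten1-31 replicate 1 was left out, where the log2 fold change was 0.38 (edgeR, adjusted p = 0.0518). STN1 (YDR082W) changed the other way, from 43.2 ± 5.20 CPM in WT to 32.3 ± 1.09 CPM in ten1-31 (SD, n = 3 each), a log2 fold change of -0.42 ± 0.10 (SE; edgeR, adjusted p = 0.0101). Adjusted over the list alone, all 3 genes also passed the threshold, as they did over all rows tested.

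**Figure D1:**
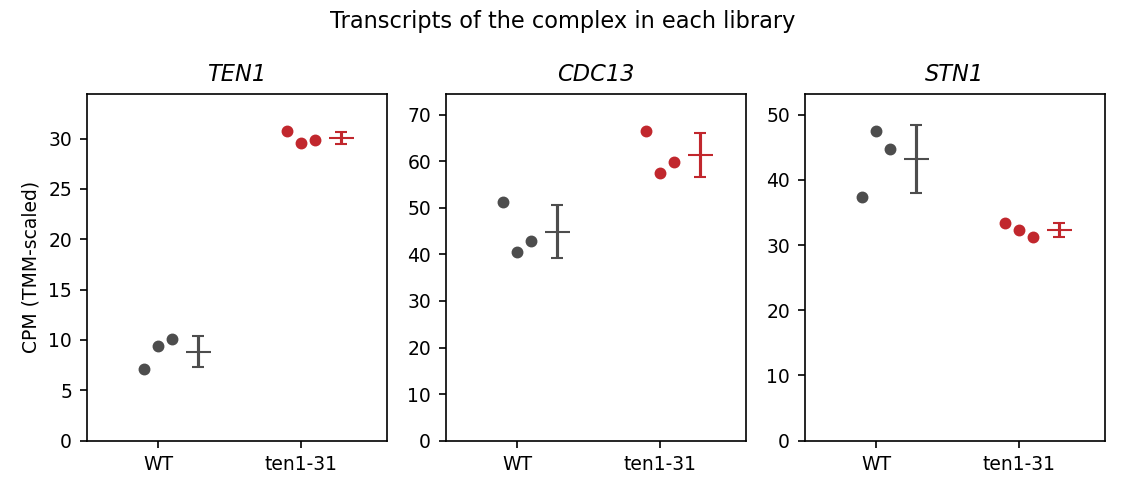
Transcript level of TEN1, CDC13 and STN1 in each library, in TMM-scaled CPM on axes that start at 0; points are libraries, and the bar beside them is the mean with its SD (n = 3). The 3 ten1-31 libraries lie above all WT libraries for TEN1 and CDC13 and below them for STN1.

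Across the transcriptome, 2591 of the 5133 rows tested (50.5%) differed between genotypes in edgeR's quasi-likelihood test at an adjusted p-value under 0.05. Of these, 1248 were higher and 1343 lower in ten1-31, so that 48.2% were higher (95% Wilson interval 46.2% to 50.1%, counting error only). Most changes were small: 319 of the rows called changed at least 2-fold, 207 of them higher and 112 lower. The libraries of the genotypes did not overlap for 2557 of the 2591 rows called and for 60.5% of all rows tested, where chance alone gives 10%. The direction split moved with the scaling. With library size as the only scaling, 60.4% of 2560 rows called were higher, and with upper quartile scaling 40.7% of 2609 were. The median log2 fold change of all rows was -0.0038 with TMM scaling, and library size only shifted the log2 fold changes by a median of 0.08. All scalings used are relative, so a rise or fall shared by all transcripts would not be seen. The direction split therefore says nothing about total transcript amounts per cell.

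**Figure D2:**
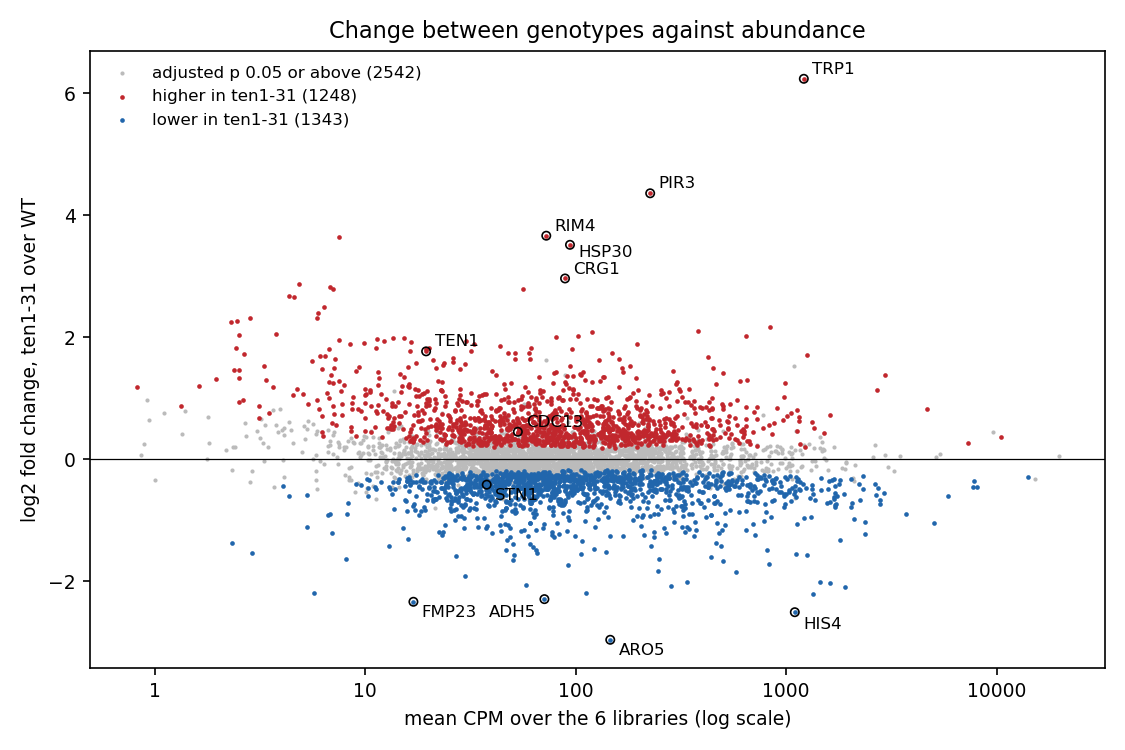
Log2 fold change of ten1-31 over WT for each of the 5133 rows tested (y axis) against mean CPM over the 6 libraries (x axis, log scale); red and blue points are rows with an adjusted p-value under 0.05, and circled points with a name are genes of the complex and of the largest changes. TRP1 stands apart at 6.24, and called rows occur over the whole range of abundance.

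The largest rise with at least 10 CPM was that of TRP1 (YDR007W), which encodes an enzyme of tryptophan synthesis and is widely used as a selection marker in yeast. It had 397, 401 and 412 counts in WT replicates 1 to 3 and 29537, 25713 and 35031 in ten1-31 replicates 1 to 3. This is 31.8 ± 2.92 CPM against 2396 ± 93.4 CPM (SD, n = 3 each), a log2 fold change of 6.24 ± 0.11 (SE; edgeR, adjusted p = 7.17e-08), or 75.5-fold. The 10 rows nearest to TRP1 had a median log2 fold change of -0.17, with a maximum of 1.18 for the adjacent GAL3. The next largest rise was PIR3 (YKL163W), a cell wall protein gene, from 21.1 ± 9.18 CPM to 431 ± 65.5 CPM (SD, n = 3 each), with a log2 fold change of 4.36 ± 0.30 (SE; edgeR, adjusted p = 5.45e-05). RIM4 (YHL024W), HSP30 (YCR021C) and CRG1 (YHR209W) followed with log2 fold changes of 3.66, 3.52 and 2.96, and their edgeR adjusted p-values lay between 3.83e-05 and 8.87e-05.

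The largest falls with at least 10 CPM were ARO5 (YGL117W), HIS4 (YCL030C), FMP23 (YBR047W) and ADH5 (YBR145W), with log2 fold changes of -2.96, -2.51, -2.34 and -2.30. ARO5 went from 259 ± 77.5 CPM in WT to 33.2 ± 0.671 CPM in ten1-31 (SD, n = 3 each; edgeR, adjusted p = 6.39e-05). HIS4, which encodes an enzyme of histidine synthesis, went from 1871 ± 406 CPM to 328 ± 7.20 CPM (SD, n = 3 each; edgeR, adjusted p = 3.83e-05). For FMP23 and ADH5 the WT libraries spread more, at 28.3 ± 9.18 and 118 ± 48.6 CPM against 5.57 ± 1.19 and 24.0 ± 3.20 CPM in ten1-31 (SD, n = 3 each), with edgeR adjusted p-values of 0.000500 and 0.000681.

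Because the complex is telomeric, genes at chromosome ends were tested as a set. The 319 subtelomeric rows tested had a median log2 fold change of 0.05, with 172 higher and 147 lower. No shared direction relative to the other rows was detected (limma camera, adjusted p = 0.331 over 5 sets). The median was 0.08 for the 5 outermost rows per arm and 0.05 for the 20 outermost, neither past the threshold. Leaving out WT replicate 2 moved it to 0.09, also not past the threshold. Single members did change: 98 were called higher and 84 lower over all rows tested, and 187 in total when adjusted over the list alone. Several subtelomeric families consist of near-identical copies, and without members of these families the median was 0.05 over 305 rows. That check removed few rows, as the set held no PAU or YRF1 family gene. With 915 RefSeq protein-coding genes lacking a row, the outermost rows need not be the outermost genes. Genes at the very ends may therefore be untested.

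Genes that respond to DNA damage were tested because loss of telomere capping can activate the DNA damage checkpoint. Of the 11 genes listed, 9 had a row, and all 9 were called higher in ten1-31, both over all rows tested and adjusted over the list alone. Their median log2 fold change was 0.88 (limma camera, adjusted p = 9.50e-06), with a range from 0.47 for RAD54 to 1.48 for PLM2. RNR2 (YJL026W), a ribonucleotide reductase subunit, went from 378 ± 8.27 CPM in WT to 704 ± 33.8 CPM in ten1-31 (SD, n = 3 each), a log2 fold change of 0.90 ± 0.07 (SE; edgeR, adjusted p = 9.22e-05). The checkpoint kinase gene DUN1 (YDL101C) had a log2 fold change of 0.92 ± 0.08 (SE; edgeR, adjusted p = 0.000108). The set also passed under fry (adjusted p = 6.41e-05 over the 5 sets in limma) but not with an inter-gene correlation estimated from these libraries (limma camera, adjusted p = 0.0874).

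Ribosomal protein genes were lower in ten1-31. Of 134 genes tested, 121 were lower, 90 of them called, while 3 (RPL7B, RPL14B and RPS14B) were called higher. RPL14B (YHL001W, on chromosome VIII) was uneven in ten1-31, at 376 ± 99.6 CPM against 261 ± 24.4 CPM in WT (SD, n = 3 each). Its call was close to the threshold (edgeR, adjusted p = 0.0477). Differences in chromosome copy number between libraries were not tested. Adjusted over the list alone, 93 were called, as many as over all rows tested. The median log2 fold change was -0.36 (limma camera, adjusted p = 1.44e-12) and -0.28 with library size as the only scaling. Per library, the median deviation of the set from the 6-library mean was 0.24, 0.05 and 0.25 on the log2 scale in WT replicates 1 to 3 and -0.16, -0.21 and -0.18 in ten1-31 replicates 1 to 3, so the genotypes did not overlap, with WT replicate 2 nearest to the mutant. The members with the smallest p-values were RPL3 (YOR063W), RPL15A (YLR029C) and RPL22B (YFL034C-A), with log2 fold changes of -1.05, -1.02 and -0.96 and edgeR adjusted p-values of 5.45e-05, 9.08e-05 and 9.76e-05. RPL15A and RPL22B have close paralogs, and the division of reads between copies is uncertain. Among the 19 genes without a paralog the median was -0.44, and all 19 were lower.

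Histone genes were lower as well, in 9 of 10 genes (HHO1 was the other), with 8 called over all rows tested and 9 when adjusted over the list alone. Their median log2 fold change was -0.55 (limma camera, adjusted p = 0.00106). HTA2 (YBL003C) went from 374 ± 58.3 CPM to 162 ± 18.0 CPM (SD, n = 3 each), a log2 fold change of -1.20 ± 0.13 (SE; edgeR, adjusted p = 0.000367). HTA1 (YDR225W) and HHT2 (YNL031C) had log2 fold changes of -0.77 and -0.60, with edgeR adjusted p-values of 0.000591 and 0.000851. Core histone genes exist as nearly identical pairs, so values of single copies are uncertain. Under fry the ribosomal protein and histone sets each had an adjusted p of 0.0121 in limma. With the inter-gene correlation estimated from the data (0.66 and 0.84 for these sets), neither passed (limma camera, adjusted p = 0.501 for each).

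General stress genes rose in 14 of 15 genes, with a median log2 fold change of 0.73 (limma camera, adjusted p = 0.00259). Over all rows tested 7 were called higher and 1, GPD1, lower; adjusted over the list alone the total was also 8. This set had the widest spread within a genotype. Its median deviation was -0.98, 0.15 and -0.32 on the log2 scale in WT replicates 1 to 3 against 0.42, 0.45 and 0.33 in ten1-31 replicates 1 to 3. Leaving out WT replicate 1 lowered the median log2 fold change to 0.47. The set did not pass under fry (adjusted p = 0.0934 in limma). GSY2 (YLR258W), HSP26 (YBR072W) and HSP12 (YFL014W) had log2 fold changes of 1.01, 2.02 and 0.86 and edgeR adjusted p-values of 0.00153, 0.00230 and 0.00267. HSP26 was at 255 ± 124 CPM in WT and 1028 ± 55.5 CPM in ten1-31 (SD, n = 3 each).

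**Figure D3:**
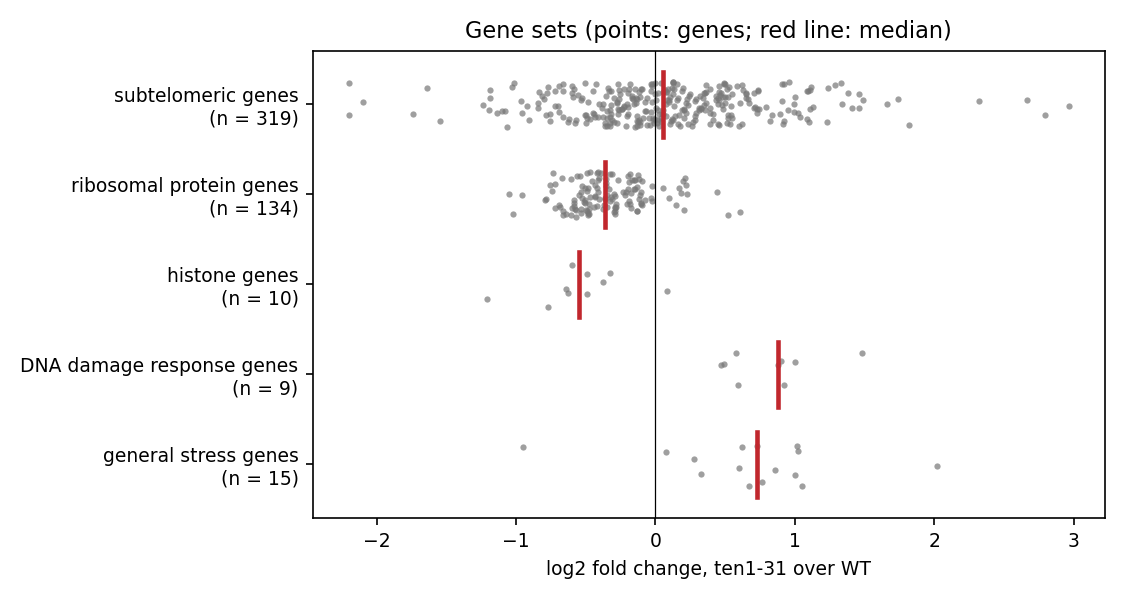
Log2 fold change of ten1-31 over WT (x axis) for the members of the 5 gene sets; points are genes, and the red line is the set median. The medians are 0.05 for subtelomeric, -0.36 for ribosomal protein, -0.55 for histone, 0.88 for DNA damage response and 0.73 for general stress genes.

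Change was also compared with gene length, as the study concerns RNA polymerase II transcription. Across 5102 rows with a length (99.4% of those tested), the log2 fold change correlated weakly with length (Spearman rho = 0.17 across genes, which are not independent replicates). With the rows divided by length into 4 classes of similar size, the median log2 fold change was -0.06, -0.11 and -0.02 in the shorter classes, in order of length. It was 0.13 in the class of the longest genes, where 461 rows were called higher and 156 lower. Computed per library against the mean of all 6, the correlation was 0.06, -0.21 and -0.30 in WT replicates 1 to 3 and 0.21, 0.18 and 0.09 in ten1-31 replicates 1 to 3. The group values were -0.15 ± 0.19 in WT and 0.16 ± 0.07 in ten1-31 (SD, n = 3 each; two-sided exact permutation p = 0.1, the smallest that 3 against 3 libraries allow). The difference therefore could not reach 0.05 in this design, and WT replicate 1 lay close to the mutant libraries. The correlation was 0.28 among genes above the median abundance and 0.22 with mean CPM held constant.

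Of the 25 genes chosen by rule, 7 (HSP30, ARO5, ADH5, RPL15A, RNR2, HSP26 and HSP12) stand beside a RefSeq protein-coding gene that has no row of its own. Whether the counting joined such neighbours is not stated in the labels. LOT6, GAL3, RAD54, PLM2, GPD1, HHO1, RPL7B, RPL14B and RPS14B were named outside that rule, after their values were seen.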

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

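Under the alternatives run, TEN1, CDC13, STN1, the 5 gene sets and the length trend kept their direction, whereas the majority of called rows changed from lower to higher under some of them. The exact permutation p of the length trend rose from 0.1 to 0.2 without WT replicate 3, ten1-31 replicate 1 or ten1-31 replicate 3. It rose to 0.3 without ten1-31 replicate 2 and stayed at 0.1 without WT replicate 1 or WT replicate 2. Fewer libraries were compared in each of these. The calls of the other 22 genes chosen by rule held in all 308 refitted values, with adjusted p-values up to 0.0166.

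The number of rows called was 2591 with the settings reported, 2633 with DESeq2, 2581 with limma-voom, 2575 with DESeq2's size factors, and from 1824 to 2974 across the 6 fits that each left out one library. The rise to 2974 came without WT replicate 1, and 2484 of those rows were also called with all libraries. A stricter adjusted p-value of 0.01 left 1660, and requiring at least a 2-fold change left 319; both are smaller by construction. The share of called rows that were higher moved from 48.2% to 60.4% with library size only, 40.7% with upper quartile scaling, 50.2% with DESeq2 and 64.9% among rows changed at least 2-fold. The scaling settings move the centre of all log2 fold changes, by 0.08 for library size only, and many changes are small; edgeR with DESeq2's size factors gave 49.6%, so scaling accounts for part of the move under DESeq2, and the cause of the rest was not tested.

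CDC13 ranged from 0.38 to 0.56 across the 6 fits that each left out one library, and lost its call only without ten1-31 replicate 1 (edgeR, adjusted p = 0.0518), where the fit has fewer samples. Over all alternatives its adjusted p ran from 0.00153 (DESeq2) to that value, and it was 0.0496 in edgeR without WT replicate 3. TEN1 and STN1 kept their calls in all fits.

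The set calls depend on how correlation between genes is treated. Fry and the estimated correlation change only the set test, so the medians could not move and their stability is no evidence. With an estimated inter-gene correlation, the calls of the ribosomal protein (median -0.36), histone (-0.55), DNA damage response (0.88) and general stress genes (0.73) were lost, and under fry that of the general stress genes (0.73) was lost. Apart from these 2 treatments of correlation, the highest adjusted p in limma camera was 2.91e-09 for the ribosomal protein, 0.00887 for the histone, 3.75e-05 for the DNA damage response and 0.0123 for the general stress genes. The estimated correlations of 0.66, 0.84, 0.06 and 0.92 rest on 6 libraries. The subtelomeric set was not past the threshold under any setting, with medians from 0.00 to 0.13.

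The labels do not say that replicate numbers pair the libraries. Same-numbered deviations from the group means correlated at 0.20, 0.21 and 0.09, and the other 6 pairs between genotypes at -0.23 to 0.05. As not all 3 exceeded 0.1, the libraries were not treated as paired, but a pairing is not excluded. With the replicate number as a block, 2630 rows were called, 2475 of them shared with the fit without it, and no call of TEN1, CDC13, STN1 or the 5 gene sets changed.

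Among the rows present, depth limits little, since at most 5 rows per library had 3 or fewer counts. As 0 rows had a count of 0 and the row filter is not stated, this cannot tell whether depth limited which genes have a row. The precision is set by 3 cultures per genotype. Scaling leaves the rank correlation with length nearly fixed, so its stability under scaling is no evidence.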

Other observations

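Except for the tests of other splits, ribosomal paralogs, length without ribosomal protein genes, size of subtelomeric change and row names, the tests below were chosen only after the result was seen.

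Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many as 2591 rows with an adjusted p-value under 0.05 in edgeR. The other 9 gave 0, with 1 to 185 rows at an unadjusted p under 0.05. Each of these 9 has libraries of both genotypes in each group, so a genotype difference adds to the spread within groups. Their low counts therefore do not show what chance alone would give. With 10 splits the share cannot fall under 0.1, so chance is not excluded by this count alone.

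TRP1 was 75.5-fold higher in ten1-31, in 3 of 3 libraries against each WT library, while the other commonly used marker genes changed far less: LEU2 by -0.03, ADE2 by -0.35, URA3 by -0.68, LYS2 by -1.24 and HIS3 by -1.26 on the log2 scale. Extra copies of the chromosomal region are argued against, since the 10 nearest rows had a median log2 fold change of -0.17 and at most 1.18. A candidate explanation is that the strains differ in a TRP1 marker used to build or carry the ten1-31 allele. The labels do not give the full genotypes, so this was not tested. TEN1 itself rose by 1.77 on the log2 scale. A rise of its whole region is argued against by a median of 0.013 over its 10 nearest rows, although LOT6 (0.91) and PPR1 (0.86), the first and second rows on one side, also rose. RLP24, the adjacent row on the other side, had a log2 fold change of -0.015. A changed construct at TEN1 and a response of the TEN1 promoter both remain open and untested.

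HIS4 and ARO5 prompted a look at amino acid synthesis as a whole. Among 82 genes taken by symbol prefix (among the prefixes ARG, ARO, ASN, HIS, HOM, ILV, LEU, LYS, MET, PRO, SER, THR and TRP, without TRP1), 72 were lower in ten1-31, 59 of them called, and 4 (MET3, MET18, MET30 and MET32) were called higher. The median log2 fold change was -0.76. Of 10000 random lists matched on mean CPM, 0 had as low a median, and over 4 scalings the median nearest to 0 was -0.68, so neither a general trend at this abundance nor the scaling accounts for it. All 6 HIS, 9 LYS, 5 ILV and 4 TRP genes were called lower, whereas the 20 MET genes had a median of -0.15 and the 2 SER genes one of 0.04. GCN4, which encodes the activator of general amino acid control, had a log2 fold change of -0.53 (edgeR, adjusted p = 0.000599). One hypothesis is that WT cells lacking functional TRP1 run this control at a higher level in the medium used, which would make the fall a strain difference and not an effect of ten1-31. TRP1 level and genotype part in 0 of the 6 libraries, so the TRP1 difference and the ten1-31 allele cannot be told apart as the source. A library from a WT strain with the same TRP1 status would separate them.

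All 9 DNA damage response genes rose. Histone genes, which peak in S phase, had a median of -0.55, so they gave no sign of a larger share of S-phase cells. They cannot decide this alone, since a checkpoint response could itself lower histone transcripts. A larger share of cells at the G1 to S transition stays open: 14 genes of that transition had a median of 0.21, at the 94.0th percentile of 10000 random lists matched on mean CPM, which is smaller than the 0.88 of the damage genes, but the size of the cell cycle swing differs between genes and was not measured. Later cell cycle genes moved apart. The 10 G2/M genes with a row had a median of 0.37 (75 of 10000 random lists as high) and the 10 M/G1 genes one of -0.48 (6 of 10000 as low), a difference of 0.85. This is consistent with more cells held before mitotic exit in ten1-31, as a damage checkpoint would give. The lists were written by hand, CLB1 (-0.76) among the G2/M genes and CLN3 (0.79) among the M/G1 genes went against their lists, and cell cycle distribution was not measured in these files.

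PIR3, KDX1 and SLT2 are targets or members of the cell wall integrity pathway, with log2 fold changes of 4.36, 2.01 and 1.89. The other 13 genes of a hand-written list for this pathway had a median of 0.82, at percentile 100 of the random lists (0 of 10000 as high), so these 3 do not carry the rise alone. Of the 16 genes tested, 13 were higher, but CIS3 and PIR1 were called lower and BGL2 was lower without a call. A pathway response and a strain difference both remain open for this list.

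The fall of ribosomal protein genes is not explained by reads split between paralogs, since the 19 single-copy genes had a median of -0.44, nor by scaling, since the median nearest to 0 over 4 scalings was -0.28. Slower growth of ten1-31 at 34 °C stays open and was not tested.

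The weak trend with gene length is not carried by the short ribosomal protein genes alone: without them the correlation across genes was 0.16. Per library, however, WT replicate 1 (0.09) then lay above ten1-31 replicate 3 (0.07), and the two-sided exact permutation p rose from 0.1 to 0.2. With all rows the gap between the highest WT and the lowest ten1-31 library was 0.024, small against the SD of 0.19 in WT. Library preparation and genotype therefore cannot be told apart as the source of this trend with 3 libraries each.

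Subtelomeric genes had no shared direction, but their changes were larger in size. The 10 outermost rows per arm had a median absolute log2 fold change of 0.39, and the 5 outermost one of 0.46. Random lists matched on mean CPM had 0.29, and 0 of 10000 were as high in either case. This may reflect a local effect of impaired Ten1 or the many condition-dependent genes near chromosome ends, which would vary between any pair of conditions. These 2 were not separated here. Copy differences of whole chromosomes between libraries would also enlarge changes, and they were not tested. Some rows outside the set were uneven between ten1-31 replicates 1 to 3. AAP1 (YHR047C, chromosome VIII) had 7136, 5054 and 5107 unscaled counts, and ARC15 (YIL062C, chromosome IX) had 1436, 1295 and 2130. Both were chosen after their values were seen, and how many rows do so was not counted.

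STE3, expressed in cells of the alpha mating type, rose from 1.88 ± 0.395 to 10.8 ± 2.56 CPM (SD, n = 3 each), while STE2, expressed in the a mating type, was at 579 ± 23.4 and 434 ± 135 CPM. It was chosen after its values were seen.

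Row names deserve care. Of 30 rows named for an ORF that RefSeq lacks, 29 (96.7%) stand beside a RefSeq protein-coding gene without a row of its own, compared with 19.9% of the 5112 rows whose name RefSeq holds. Of 10000 random draws of as many rows, 0 reached this. Some of these rows are abundant, YFL032W at 1803 CPM and YDR154C at 1357 CPM. The values are consistent with rows that carry the reads of an overlapping annotated gene under another name, as would happen if overlapping features were merged before counting. Why a RefSeq gene has no row was not tested.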
